A study of Drosophila melanogaster with 6 samples.

How the data were processed

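The study sequenced eCLIP libraries of Strep-tagged Asterix from OSS cells: 1 input and 1 IP library without crosslinking, and 2 input and 2 IP libraries after ultraviolet crosslinking. Groups and replicate numbers were taken from the sample titles. Per the labels' protocols, cells were transfected, irradiated, lysed and treated with DNase and RNase I before the pull-down on Strep-binding beads. The aligner, genome build, annotation release, read filters and any removal of duplicate reads are stated in none of the labels or file headers, so no coordinates are given here.

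Each library has a table with a value per annotated feature in 2 units. In the second column the authors deposited estimated counts, in which a read is divided between features of a class; only 35.5% to 49.5% of the values above 0 are whole numbers, while each class total is a whole number. In the third column the authors deposited RPM values, the second column scaled to its own total. The authors also deposited a table with a ratio per feature, without a header and without a stated formula; it is used only where it is named as the authors' deposited table, and its relation to the library values was worked out from the values. Features include introns, exons and transcripts of the same gene, and copies of transposons and tRNA genes, and a gene can appear several times with the same reads. Whether the counting used strand is not stated, so overlapping and antisense features are uncertain.

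Reads outside any annotation were left out of library sizes and tests. They made up 3.23% of the non-crosslinked input, 2.15% and 2.21% of the crosslinked inputs, 13.6% of the non-crosslinked IP and 8.89% and 7.87% of the crosslinked IP libraries. Annotated reads were 12499302 in the non-crosslinked input, 12391586 and 13658478 in the crosslinked inputs, 2018241 in the non-crosslinked IP and 2206919 and 2921685 in the crosslinked IP libraries. Values in CPM in the report are counts scaled by annotated reads.

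The estimated counts were rounded to whole numbers for tests. Crosslinked IP was compared with crosslinked input, 2 libraries against 2, with edgeR 4.0.16 in R 4.3.3: library sizes from all annotated reads, TMM factors, filterByExpr, and the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The common dispersion was 0.0185. Standard errors of log2 fold changes were obtained as the fold change divided by the square root of F. Where all libraries of a group had 3 counts or fewer, the fold is a lower bound computed against 3 counts in the library where they weigh most. Annotation classes with at least 10 tested features were tested with camera (limma 3.58.1) at its preset correlation on log2 CPM with a prior count of 2, with fry and with camera at an estimated correlation beside it. Shares of a class are over annotated reads, with 95% Wilson intervals for the single non-crosslinked libraries and the mean and SD for the others. The IP over input ratio used class totals in CPM with a pseudocount of 1. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

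The fit was tested on simulated data with the means, library sizes and dispersions of the 13469 tested features. Of 200 features changed 4-fold (a log2 change of 2), 65.5% were recovered, and 2.24% of the calls were features that had not been changed. A simulated changed set was called and 0 of 100 unchanged sets were. Features were simulated independently, so the simulation does not test camera's preset correlation on sets whose features share reads. With 200 of 13469 features changed, it does not test the scaling under a broad change either.

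The features named in the report were chosen by a rule set before the data were examined: the 5 largest rises and 5 largest falls among features past the threshold with both IP libraries on the same side of both inputs, the 5 tRNA and 3 transposon features with the highest level, the gene of the tagged protein, and the 5 highest features of the authors' table. Gene names are those in the files. Of 14786 gene names in exon, intron, mRNA and lncRNA features, 14626 matched a symbol or synonym in a RefSeq gene list of the Release 6 assembly, which was used for names only.

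Alternatives set before the data were examined were DESeq2 size factors, library size alone, library size without rRNA, a count filter of at least 10 in every library and none beyond 1 read, the replicate number as a block, all 6 libraries in one fit, all inputs and the non-crosslinked IP as the control, each crosslinked library left out in turn, DESeq2's Wald test (DESeq2 1.42.0), limma on the deposited RPM values with a pseudocount of 1, thresholds of 0.01 and of 0.05 with a 2-fold change, other set tests, tRNA summed by anticodon, and other totals, pairings and pseudocounts for the shares and ratios. Summing all features by gene, element or anticodon, and leaving out each crosslinked library while keeping the features of the full fit, were added after the data were seen. Counting other splits of the libraries was not done, since no group had 3 libraries.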

Results

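The data were 6 eCLIP libraries from Drosophila OSS cells, a line of ovarian somatic sheath cells, transfected with a plasmid that expresses the protein Asterix (Gtsf1) with a C-terminal TEV-Strep tag. eCLIP crosslinks RNA to protein with ultraviolet light, trims the RNA with RNase, pulls the protein down and sequences the RNA that comes with it. Strep-binding magnetic beads were used for the pull-down, called IP here, and an input library was made beside it. The crosslinked group had 2 IP and 2 input libraries, from cells irradiated at 254 nm with 400 mJ. The non-crosslinked group had 1 IP and 1 input library, so its values have no replicate check. The non-crosslinked IP measures in the same way what the pull-down recovers without crosslinking. Its cells were transfected as well, so it cannot separate RNA held by the beads from RNA bound to the protein without crosslinking. The question of the design is which RNAs are recovered with the tagged protein after crosslinking, above the input and the non-crosslinked pull-down.

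Depth differed mainly between IP and input. The files held 12915914 reads for the non-crosslinked input and 12664308 and 13967160 reads for the crosslinked inputs of replicates 1 and 2. They held 2335842 reads for the non-crosslinked IP and 2422312 and 3171331 reads for the crosslinked IP libraries. The counts are divided among 123041 annotated features, each assigned by its name to an annotation class. A floor of 3 reads corresponded to 0.220 to 0.242 CPM (counts scaled to the annotated library size) in the inputs and to 1.03 to 1.49 CPM in the IP libraries, so a feature at the floor of an IP library was resolved less finely than in an input. Replicates differed by more than counting noise: a chi-square test of the 2 crosslinked inputs over 13877 features gave 7.53 per degree of freedom, and that of the 2 crosslinked IP libraries over 5256 features gave 6.36 per degree of freedom. Each library was therefore counted as a separate replicate. Intervals and floors cover counting error only, since the reads are not known to be independent molecules.

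The share of each annotation class among annotated reads was compared first. Ribosomal RNA made up 85.7% ± 0.134 (SD, n = 2) of the crosslinked inputs and 68.8% ± 1.08 (SD, n = 2) of the crosslinked IP libraries. It was 87.0% of the non-crosslinked input and 60.1% of the non-crosslinked IP (95% Wilson intervals 86.96% to 86.99% and 60.05% to 60.19%). The tRNA share was 0.185% ± 0.00825 (SD, n = 2) in the crosslinked inputs and 1.83% ± 0.609 (SD, n = 2) in the crosslinked IP libraries. In the non-crosslinked libraries it was 0.521% of the input (interval 0.517% to 0.525%) and 5.06% of the IP (interval 5.03% to 5.09%), above every crosslinked library of the same kind. Leaving rRNA out of the total moved the tRNA share most, to 5.82% in the crosslinked IP and 1.29% in the crosslinked input. Introns of annotated genes rose from 1.64% ± 0.0588 to 4.96% ± 0.342 (SD, n = 2 each), and small nucleolar RNA rose from 4.41% ± 0.357 to 10.4% ± 0.0977 (SD, n = 2 each). LTR transposons rose from 0.939% ± 0.137 to 1.54% ± 0.102 (SD, n = 2 each). Features that the files call mRNA fell from 0.337% ± 0.0425 to 0.252% ± 0.00345 (SD, n = 2 each). Each of these differences between the crosslinked groups exceeded the spread between replicates, but an exact two-sided permutation test of 2 libraries against 2 cannot give a p-value below 0.333, which is what it gave for each of these classes. Reads of 7SL RNA, at 0.230% ± 0.00654 in the inputs and 0.271% ± 0.115 in the IP libraries (SD, n = 2 each), differed by less than the spread between replicates. These shares depend on how much of a library rRNA takes. With rRNA left out of the total, exons and LTR transposons, which had log2 ratios of IP over input group means of 0.30 and 0.72, fell instead, with ratios of -0.82 and -0.41, and those of introns and snoRNA came to 0.46 and 0.11.

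**Figure D1:**
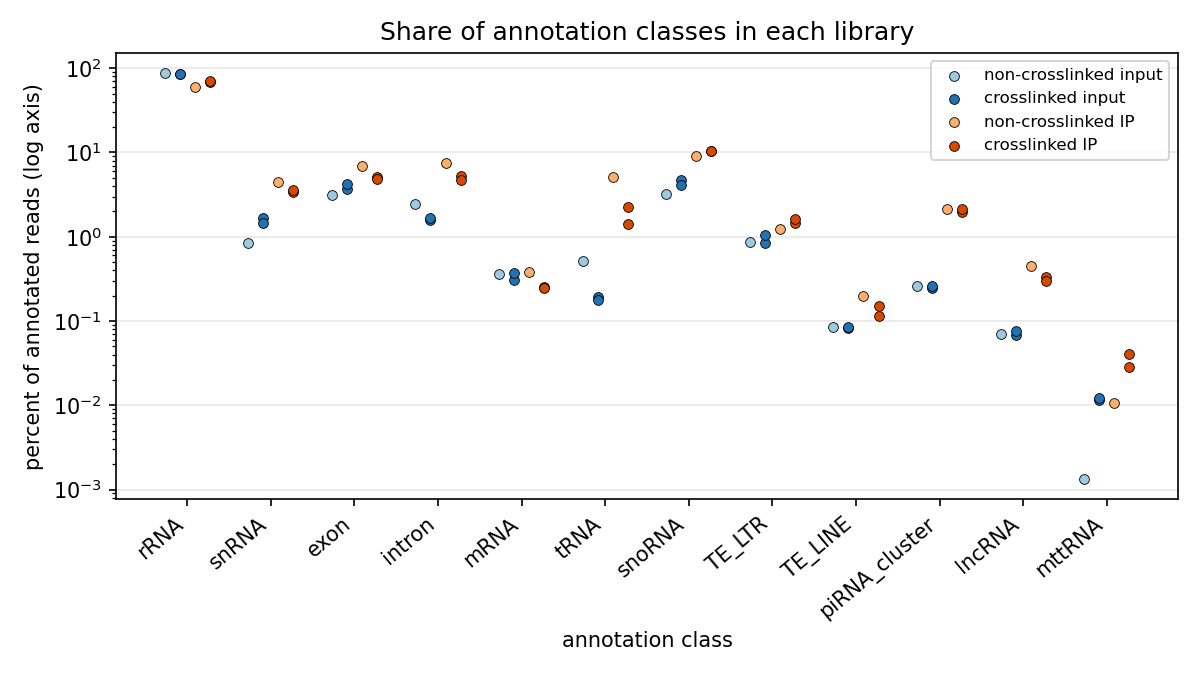
Percent of annotated reads (log axis) for 12 annotation classes; each point is a library, coloured by group, with 1 library for each non-crosslinked group and 2 for each crosslinked group. The tRNA points of the IP libraries lie above those of the inputs with and without crosslinking, and the highest, 5.06%, is the non-crosslinked IP.

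Crosslinked IP was then compared with crosslinked input feature by feature, to find which RNAs were recovered in excess. Of 13469 features that passed the count filter, 7434 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3972 higher and 3462 lower in the IP. Features that the files list separately can carry the same reads. After rounding, 3482 of the tested features belonged to groups with identical fits, which does not by itself show shared reads. Summed by gene, transposable element or tRNA anticodon within their class, 5301 of 8967 entries were changed, 2803 higher and 2498 lower. The split by direction depended on the scaling, since rRNA took a smaller part of the IP libraries. The median log2 fold change of all tested features was -0.03 with TMM factors, 0.76 with library size alone and -0.36 with library size without rRNA. With library size alone 85.0% of 7041 calls were higher and with library size without rRNA 41.3% of 8105 calls were higher, against 53.4% with TMM factors. With RPM values as deposited and limma, 79.4% of 7345 calls were higher. The alternative that moved the count most took the 3 inputs and the non-crosslinked IP together as the control: 2 of 16031 features were then called, and 1347 had an unadjusted p-value under 0.05. Both are exon features of the gene CG18343, with equal counts in each crosslinked IP library, named here because they were the only calls and chosen after their values were seen.

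Annotation classes with at least 10 tested features were tested as sets with camera at its preset correlation, with adjustment over 16 classes. All 256 tested tRNA features were higher in the crosslinked IP, and this held with each of the 3 other scalings for the median of the class. The median log2 fold change of the tRNA features was 4.23, with quartiles of 3.04 and 5.31, and 4.15 with the 48 features whose inputs were at or under the floor set at their bound. Camera gave the tRNA set an adjusted p-value of 1.29e-36. Fry gave it an adjusted p-value of 0.00729, and camera with an estimated correlation, which was 0.217 for this set, gave 0.229, not past the threshold. Over all 12 alternatives with a test, the adjusted p-value of the tRNA set ranged from 2.08e-87 to 0.229. The control that adds the non-crosslinked libraries moved the median of the tRNA features most, to 0.92.

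Of the 16 classes, 11 passed the threshold with camera at its preset correlation, 10 with fry and 1, the exons, with an estimated correlation. Relative to the TMM-scaled median of all features, introns were higher, with a median log2 fold change of 1.18 and 1936 of 3420 features called higher against 48 lower (camera adjusted p 4.15e-32). Long non-coding RNAs had a median of 1.81 and their introns a median of 2.38. LTR transposons had a median of 1.10, with 172 of 339 copies higher and 89 lower (camera adjusted p 0.000246), but among copies with at least 10 counts in every library the median was -0.40 and the set was not past the threshold. Small nucleolar RNAs had a median of 0.60. Exons had a median of -0.75, with 2873 of 7971 lower and 1078 higher (camera adjusted p 3.69e-31), and this direction flipped to 0.0326 with library size alone. The mRNA features had a median of -1.42, or -1.07 with features at the floor set at their bound, and DNA transposons a median of -2.69, or -1.30 at their bound. The median of the piRNA clusters, 0.27, turned to -0.0589 with library size without rRNA. The piRNA clusters, rRNA, snRNA, scaRNA and LINE transposons were not past the threshold with camera at its preset correlation. This depended on the processing. With at least 10 counts in every library rRNA (-1.13, adjusted p 0.0353) and LINE transposons (-1.06, adjusted p 0.00453) passed, both lower. With the non-crosslinked libraries added to the control rRNA (0.0428, adjusted p 1.03e-05) and scaRNA (0.66, adjusted p 0.0102) passed, both higher. The medians of rRNA (-0.11), snRNA (-0.30) and LINE transposons (-0.33) changed sign with library size alone. Introns, lncRNA and their introns, LTR transposons, snoRNA, mitochondrial tRNA and antisense RNA kept a positive median under every scaling tried. These medians also depend on which features pass the filter. When a crosslinked library was left out, the filter was applied again, and it kept 23 DNA transposons without crosslinked input replicate 2 against 49 with all libraries. Their median was then 3.64, but -2.66 over the features of the full fit, and it was -4.56 without crosslinked IP replicate 1. Without crosslinked input replicates 1 and 2 and without crosslinked IP replicates 1 and 2, in that order, the median of LTR transposons was 0.41, 0.51, 0.23 and 0.27, that of lncRNA 3.17, 2.95, 1.73 and 1.63, that of snoRNA 0.28, 0.13, 0.95 and 0.90 and that of exons -1.05, -0.98, -0.48 and -0.51. Without crosslinked IP replicate 2 the medians of snRNA (0.18) and LINE transposons (0.00297) changed sign, and without either crosslinked IP library that of rRNA did (0.24 and 0.10). Without crosslinked input replicates 1 and 2 the median of rRNA was -0.67 and -0.95 and that of snRNA -0.56 and -0.82, and without crosslinked IP replicate 1 that of snRNA was -0.0137 and that of LINE transposons -0.51. The piRNA clusters were at 0.15 without crosslinked input replicate 2 and at 0.42 without crosslinked IP replicate 2. Over the features of the full fit the median of no class changed sign when a library was left out: LTR transposons ran from 1.02 to 1.14, lncRNA from 1.64 to 2.02, snoRNA from 0.52 to 0.64 and exons from -0.80 to -0.69.

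**Figure D2:**
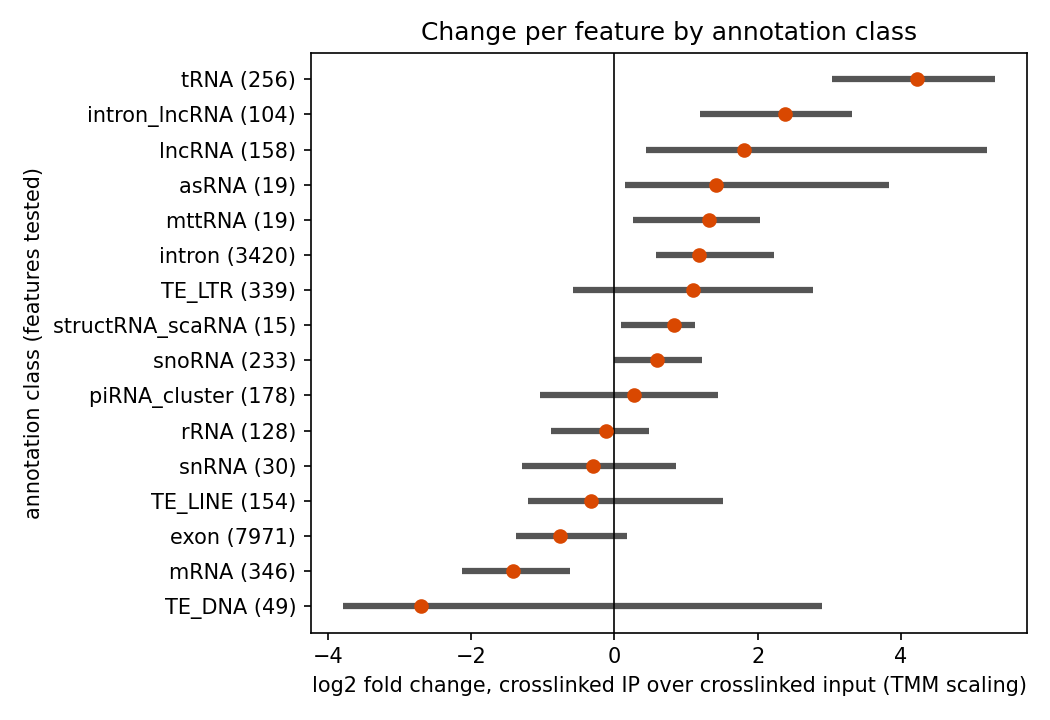
Median (point) and quartiles (bar) of the log2 fold change per feature, crosslinked IP over crosslinked input with TMM scaling, for the 16 classes tested as sets; the number of features is in brackets. The tRNA features have the highest median, 4.23, with each scaling tried; with library size alone the medians of exons, rRNA, snRNA and LINE transposons change sign, with library size without rRNA that of piRNA clusters does. That of DNA transposons is 3.64 without crosslinked input replicate 2, and -2.66 then over the features of the full fit. The mean share of this class among annotated reads rose from 0.0226% in crosslinked input to 0.0324% in crosslinked IP.

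The 5 features with the largest rises were an exon of CG31176, the long non-coding RNAs CR44043 and CR44905 and a pair of entries for an intron of up, all with fewer than 1 read in each crosslinked input, so that their folds are lower bounds. The CG31176 exon had 134 and 94.3 reads in the crosslinked IP libraries and 0 in both crosslinked inputs, at least 103-fold higher relative to the TMM scaling (edgeR adjusted p 7.65e-05). CR44043 was at least 85.0-fold higher, with 111 and 78 reads, and CR44905 at least 80.4-fold higher, with 104 and 75 reads. The intron entries of up were at least 75.0-fold higher, with 92.9 and 75.8 reads each, and 4 listed entries of that intron had identical fits. In the non-crosslinked IP the same features had 292.5, 256, 216.5 and 237 reads, and each was higher there in CPM than in both crosslinked IP libraries; the CG31176 exon, for example, reached 145 CPM against 60.9 and 32.3. The 5 largest falls were copies 7 and 42 of the FB4 DNA transposon and exons of CHES-1-like, Nf1 and CG32506, each with fewer than 1 read in both crosslinked IP libraries. Their bounds were at least 6.40-fold, 2.91-fold, 2.21-fold, 2.22-fold and 2.23-fold lower, in that order, from 17 to 81.0 reads in the crosslinked inputs. All 10 features kept their direction under every alternative with a test that gave them a value. With the non-crosslinked libraries added to the control none of the 10 passed the threshold.

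The 5 tRNA features with the highest level were a gene for tRNA-Ser with the anticodon TGA and 4 genes for tRNA-Asp with the anticodon GTC, whose near-identical values show that reads were divided among them. The tRNA-Ser-TGA gene rose by a log2 fold change of 5.33 (SE 0.27, edgeR adjusted p 1.40e-05), from 13.3 and 11.6 CPM in the crosslinked inputs to 805 and 947 CPM in the crosslinked IP libraries. It reached 136 CPM in the non-crosslinked IP and 7.12 CPM in the non-crosslinked input. The tRNA-Asp-GTC gene with the highest level (copy 1-7) rose by 1.69 (SE 0.34, edgeR adjusted p 0.00390), from 91.1 and 83.2 to 651 and 331 CPM, but reached 1517 CPM in the non-crosslinked IP. The other 3 tRNA-Asp genes each rose by 1.69. Without crosslinked input replicate 2 copy 1-7 rose by 1.08 and the other 3 each by 1.07. Copy 1-7 rose by 1.49 without crosslinked input replicate 1, and by 1.40 and 2.45 without crosslinked IP replicates 1 and 2. Over the features of the full fit copy 1-7 rose by 1.815 and 1.46 without crosslinked input replicates 1 and 2. It then rose by 1.09 and 2.12 without crosslinked IP replicates 1 and 2. With the non-crosslinked libraries added to the control the tRNA-Asp genes reversed to log2 fold changes between -0.23 and -0.22.

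The 3 transposon features with the highest level were all copies of the LTR element ZAM. The internal copies numbered 60 and 48 changed by a log2 fold change of -0.49 (SE 0.25, edgeR adjusted p 0.120) and 0.16 (SE 0.24, adjusted p 0.583), neither past the threshold. Both results depended on the processing: copy 60 was past the threshold with library size without rRNA (-0.83, adjusted p 0.00289), with no filter (-0.81) and with at least 10 counts in every library (-0.75), and positive with library size alone (0.29). Copy 48 was past it with library size alone (0.95, adjusted p 0.000595) and with limma on the RPM values (0.86), and negative with library size without rRNA (-0.17). The LTR copy numbered 30 fell by 0.90 (SE 0.20, adjusted p 0.00595), and was not past the threshold with library size alone (-0.10), with limma on the RPM values (-0.20) or with the non-crosslinked libraries in the control (-0.82). Without crosslinked input replicates 1 and 2 copy 48 was at -0.32 and -0.13, and copy 60 at -0.98 and -0.78; without crosslinked IP replicates 1 and 2 copy 48 was at 0.62 and 0.33, copy 60 at -0.0556 and -0.31 and copy 30 at -0.54 and -0.63. Reads may be divided between copies of a transposon, which leaves the value of a single copy uncertain. The gene of the tagged protein itself, arx, had at most 2.5 reads on each of its 3 listed features in every library, at or under the floor throughout, so no fold is given. The labels do not state whether reads from the plasmid would be counted on these features.

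The IP over input ratio was then set beside that of the non-crosslinked pair, which has no replicates and allows no p-value. As log2 of the class totals in CPM with a pseudocount of 1, the tRNA ratio was 3.56 and 2.96 in crosslinked pairs 1 and 2 and 3.28 in the non-crosslinked pair, which lies between them. Leaving rRNA out of the total moved these ratios most, to 2.17 for the crosslinked group means and 1.67 for the non-crosslinked pair. The non-crosslinked pair was then the lower, so the match between them depends on the total. The intron ratio was 1.70 and 1.48 with crosslinking and 1.62 without. With rRNA left out it was 0.46 for the crosslinked group means and 0.00314 without crosslinking. For piRNA clusters it was 2.97 and 3.06 with crosslinking and 3.05 without, or 1.89 and 1.44 with rRNA left out. Without the most abundant feature of each class the piRNA cluster share was 0.426% of crosslinked IP and 0.233% of crosslinked input, and 0.695% and 0.264% without crosslinking, so most of this ratio came from a single feature. The snRNA ratio was lower with crosslinking, at 1.04 and 1.27 against 2.40 (0.0252 and 0.79 with rRNA left out), and LTR transposons had ratios of 0.81 and 0.64 with crosslinking against 0.50 without. With rRNA left out, the group-mean ratio of LTR transposons turned to -0.41 with crosslinking and to -1.11 without, and the exon ratio from 0.30 to -0.82 with crosslinking and from 1.12 to -0.49 without. The snoRNA ratio then had opposite signs, 0.11 with crosslinking and -0.14 without. Of the 3972 features higher in crosslinked IP than in crosslinked input, 2621 (66.0%) had a higher value in CPM in the non-crosslinked IP than in both crosslinked IP libraries, and 1054 (26.5%) had a lower value there than in both. A value at least 2-fold above the non-crosslinked IP, or above its floor, in both crosslinked IP libraries was found for 362 of the 3972.

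Summed by anticodon, 43 tRNA families had at least 100 reads over the 3 IP libraries. All 4 serine families among them were higher in CPM in both crosslinked IP libraries than in the non-crosslinked IP, by at least 3.96-fold, and 4 of the 39 other families were, by at most 1.84-fold in either library. This grouping by amino acid was chosen after the values were seen. Summed over its families, tRNA-Ser was at 1713 and 1526 CPM in the crosslinked IP libraries and 251 CPM in the non-crosslinked IP, and at 26.2, 27.9 and 13.2 CPM in the corresponding inputs. All other tRNA families together were at 20880 and 12460 CPM in the crosslinked IP libraries and 50380 CPM in the non-crosslinked IP.

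**Figure D3:**
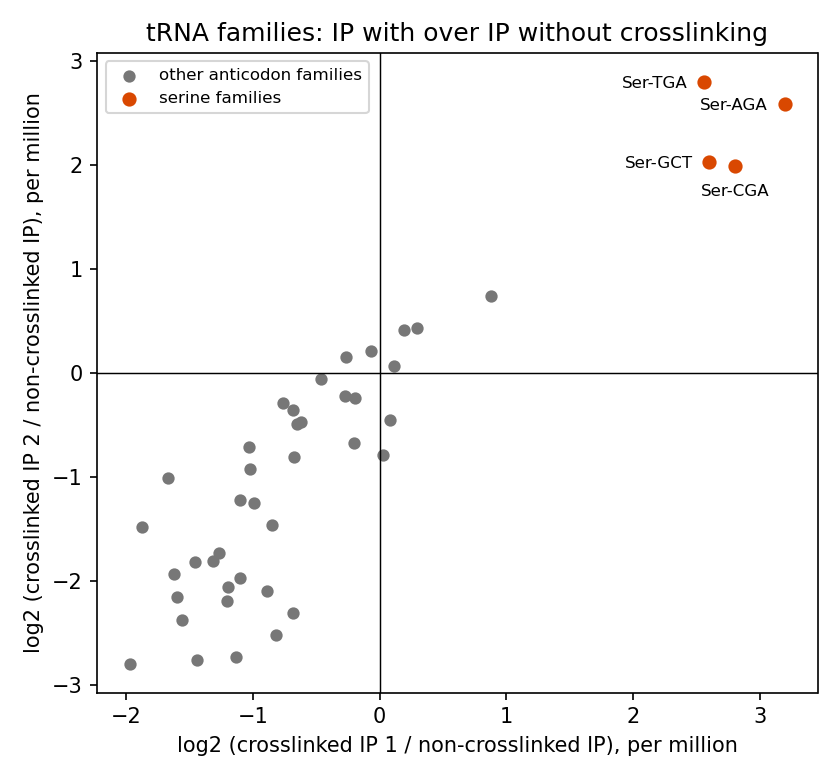
Log2 ratio of CPM values, crosslinked IP replicate 1 (x axis) and replicate 2 (y axis) over the single non-crosslinked IP; each point is a tRNA anticodon family with at least 100 IP reads. The 4 serine families lie apart at the upper right, at least 3.96-fold above the non-crosslinked IP, and most of the 39 others lie below 0 on both axes.

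The authors' deposited table gives an enrichment ratio for 31256 features. Of these features 11293 were tested here, 2829 of them higher and 2962 lower in crosslinked IP than in crosslinked input with TMM scaling. In the authors' deposited table the median ratio was 30.1 for its 213 tRNA features, 7.54 for introns, 4.29 for LTR transposons and 2.11 for exons. These medians cover listed features only: the libraries hold 291 tRNA features, and the smallest value listed was 0.00117. As rebuilt in the closing part, most values are IP over input less a non-crosslinked ratio. They are therefore not on the same measure as the fold changes here. The 5 highest ratios in the authors' deposited table were 3090 for copy 97 of the Invader2 LTR, 2520 for an intron of Tsp, 1538 for an intron of Rbp6, 1482 for the copy dup504 of the LINE element DMCR1A and 1403 for copy 108 of TART. Each of the 5 had at most 0.2 reads in crosslinked input replicate 1, and between 6.70 and 28.8 reads in crosslinked IP replicate 1. In counts here the first 4 were at least 20.3-fold, 14.3-fold, 24.01-fold and 7.10-fold higher in the crosslinked IP, and the TART copy, which did not pass the count filter, was at least 4.08-fold higher. The Invader2, Rbp6, DMCR1A and TART features were higher in CPM in the non-crosslinked IP than in both crosslinked IP libraries, and the Tsp intron, at 9.17 CPM there, lay between them.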

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

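All tests in this part were chosen after the results were seen, except the exact test of the exon reads and the sum over ZAM copies.

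The IP over input ratio of the mRNA class moved in opposite directions with and without crosslinking. Its log2 value was -0.27 and -0.56 in the crosslinked pairs and 0.0616 in the non-crosslinked pair. The difference between them was not tested, since the non-crosslinked pair has no replicate. The sign of the non-crosslinked pair depends on the total: with unannotated reads counted in it the log2 ratio was -0.102. That total lowered the crosslinked ratio as well. The mean mRNA shares were then 0.231% of crosslinked IP and 0.330% of crosslinked input, against 0.252% and 0.337% of annotated reads. The choice of total may account for the opposite sign, but the sign alone does not show whether the pairs differ. With rRNA left out of the total the ratios were nearly equal, -1.55 for the crosslinked group means and -1.55 without crosslinking.

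Exons of CHES-1-like and Nf1, both among the largest falls, had log2 IP over input ratios of -1.25 and -1.68, and of -1.47 and -1.46, in the crosslinked pairs and 0.672 and 0.492 in the non-crosslinked pair. This difference was not tested either. The non-crosslinked IP held 3 and 4 reads of them, and an exact binomial test of the non-crosslinked IP against its input gave p-values of at least 0.152, so counting noise near the floor could produce the positive sign.

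The ZAM internal copy numbered 60 had log2 ratios of 0.38 and 0.22 in the crosslinked pairs and -0.0645 in the non-crosslinked pair, a difference that was not tested. With rRNA left out of the total the ratios were -0.791 and -0.859 in the crosslinked pairs and -1.68 in the non-crosslinked pair. The total may thus set the sign, but with either total the non-crosslinked pair was below both crosslinked pairs. All internal copies of ZAM together had a ratio of 0.237 without crosslinking and of 0.99 and 0.84 with it, so the opposite sign did not extend to the element, and a different division of reads between copies is a candidate cause. The larger ratio with crosslinking stays open as an effect of crosslinking, untested.

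Reads outside any annotation, which enter no comparison of the report, made up 8.38% ± 0.721 (SD, n = 2) of the crosslinked IP reads and 2.18% ± 0.040 (SD, n = 2) of the crosslinked inputs. The non-crosslinked IP had 13.6%, above both crosslinked IP libraries. The non-crosslinked input, at 3.23%, was likewise above both crosslinked inputs, at 2.15% and 2.21%, so part of this difference may have preceded the pull-down. A rise over input was thus present without crosslinking, which leaves material held on the beads as a candidate source. The lower rRNA share of the IP libraries is not the whole cause, since unannotated reads were also 22.6% ± 1.04 of the reads outside rRNA in the crosslinked IP against 13.5% ± 0.110 in the crosslinked inputs (SD, n = 2 each). The unannotated share of crosslinked IP replicate 2 was 0.579 of that in the non-crosslinked IP, while families nearly absent from the inputs fell to a median of 0.261, so the 2 did not move by the same factor. What these reads are was not tested, since the files hold no sequences.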

How the results depend on the processing

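The direction of the tRNA set was upward under every alternative, with medians from 0.92 with the non-crosslinked libraries added to the control to 5.01 with library size alone. Under the estimated correlation alone it was no longer past the threshold, with the median unchanged at 4.23 and an adjusted p-value of 0.229, because camera then used 0.217 as the correlation within the set. Across the 8 fits that each left out 1 crosslinked library, 4 of them over the features of the full fit, the median ran from 3.82 to 4.88, with no call since a group then has 1 library. The count of classes past the threshold was 11 and became 18 with no filter, which adds classes, and 1 with an estimated correlation.

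The counts of changed features depended more on the processing. The main counts were 7434 changed, 3972 higher and 3462 lower. Library size alone gave 5981 higher and 1060 lower, by shifting the median of all features upward. With no filter 11751 were changed, 6267 of them lower, among 89606 tested. With at least 10 counts in every library 2209 were changed, 1076 higher and 1133 lower, among 3266 tested. With all inputs and the non-crosslinked IP as the control 2 were changed, 2 higher and 0 lower, with 1347 at an unadjusted p-value under 0.05. That control mixes IP and input libraries: the common dispersion rose from 0.0185 to 0.603. Over the 13469 features tested in both fits the median standard error rose from 0.410 to 0.738 and the median absolute log2 fold change fell from 1.18 to 0.722. Some effects hardly shrank and still lost their call, such as ZAM LTR copy 30 at -0.82 (adjusted p 0.729), and others did, such as the tRNA median, at 0.92. DESeq2's Wald test called 3818, 2611 higher and 1207 lower; the cause was not tested. Limma on the deposited RPM values called 1513 lower, on a scale without composition factors. An adjusted p-value under 0.01 left 4921, of which 1905 were lower. The other alternatives, DESeq2 size factors, the replicate block, all 6 libraries in one fit, the 2-fold minimum and the sum by gene, element or anticodon, stayed within 1.5 times the main total.

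The labels number the replicates 1 and 2 without saying that a number marks a shared lysate, and 2 pairs are too few to show it. The correlation of the deviations of same-numbered IP and input libraries was 0.103 over 5078 features. With the replicate block 7722 features were changed, 4071 higher and 3651 lower, and 7419 of them were among the 7434 calls without it.

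Some directions reversed. With library size alone the medians of exons (0.0326), rRNA (0.69), snRNA (0.50) and LINE transposons (0.46) and ZAM internal copy 60 (0.29) were positive, by the shift of all features. With library size without rRNA the piRNA clusters had a median of -0.0589 and ZAM internal copy 48 a change of -0.17; that copy was also at -0.15 with no filter and -0.0949 with at least 10 counts in every library. This last filter also turned the median of LTR transposons to -0.40. It leaves out copies with few reads in any library and changes the scaling, and these causes were not separated. Limma on the RPM values put ZAM internal copy 60 at 0.21. With all inputs and the non-crosslinked IP as the control the medians of piRNA clusters (-0.0136) and rRNA (0.0428) and the tRNA-Asp-GTC genes 1-7 (-0.23), 1-10 (-0.22), 1-3 (-0.22) and 1-1 (-0.22) reversed. Summed by gene or element, DNA transposons had a median of 1.11 and LINE transposons 0.0548; the cause was not tested beyond the change of units. Without crosslinked input replicate 2 the DNA transposons had a median of 3.64, over 23 features that passed the filter then. Leaving out either crosslinked IP library turned the rRNA median positive, to 0.24 and 0.10, and without crosslinked IP replicate 2 the medians of snRNA (0.18) and LINE transposons (0.00297) turned as well. ZAM internal copy 48 was at -0.32 without crosslinked input replicate 1 and -0.13 without replicate 2. Over the features of the full fit none of these reversed: the DNA transposons were then at -2.66 without crosslinked input replicate 2, and ZAM internal copy 48 at 0.00345 and 0.24 without crosslinked input replicates 1 and 2. The set of features that pass the filter, and with it the scaling, therefore caused these reversals.

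Leaving rRNA out of the total moved the tRNA share to 5.82% of crosslinked IP, 1.29% of crosslinked input, 12.7% of non-crosslinked IP and 4.00% of non-crosslinked input, by construction, and the log2 IP over input to 2.17 with crosslinking and 1.67 without. The deposited RPM values, which count unannotated reads, gave 4.37% of non-crosslinked IP, 0.504% of non-crosslinked input and a non-crosslinked log2 ratio of 3.12. Without the most abundant feature of each class, which removes the top rRNA entry, the tRNA share was 0.226% of crosslinked input, 6.14% of non-crosslinked IP and 0.658% of non-crosslinked input. Leaving out each crosslinked replicate gave tRNA shares from 1.40% to 2.26% in the IP and from 0.179% to 0.191% in the input, and log2 ratios from 2.92 to 3.61. The share of IP replicate 1 was over 1.5 times that of replicate 2, so its size rests on which library is taken.

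For single features and classes 20 other results became weaker, 8 stronger, and 226 values without a test moved by more than the spread between replicates or the interval. Of 223 alternatives for the 22 named features with a fold change, 191 kept the direction and the side of the threshold. Alternatives that apply only to files without counts were not run, and leaving out a library gives no count of calls.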

Other observations

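The tests in this part were chosen after the results were seen, except the share of a gene's reads on a single place. The criterion for a single pool of carried material was also changed after its value was seen: the first criterion would have excluded it. The input explanation of the serine families was divided into a part and a whole, and the set of 17 families replaced a test of CG18343 alone, after their values were seen.

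As a share of annotated reads, the excess of tRNA in crosslinked IP over crosslinked input was matched without crosslinking for most families. All tRNA families other than serine, summed, were lower in CPM in both crosslinked IP libraries than in the non-crosslinked IP, at no more than 0.414 of its value. They were also lower in the crosslinked inputs, at 1882 and 1764 CPM against 5199 CPM, so part of this fall preceded the pull-down. Their IP over input was 9.69-fold without crosslinking and 11.1-fold and 7.07-fold with it. This match depends on the total: with rRNA left out, the log2 ratio of all tRNA was 2.17 with crosslinking and 1.67 without. Carry-over on the beads, or binding that survives the washes without crosslinking, could produce such an excess. The libraries hold no measure of absolute RNA yield, so a larger absolute recovery after crosslinking is not excluded. The scaling between IP and input is not the cause, since the lowest median log2 fold change over the scalings was 3.90. A few abundant genes are not the cause either, since 45 of 45 tested families summed by anticodon were higher. The 256 of 256 tested tRNA features that were higher do not show this alone, because copies share reads.

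The serine families argue against carry-over as their whole source: summed, they were at least 6.08-fold higher in CPM in the crosslinked IP libraries than in the non-crosslinked IP. As a share of tRNA reads, which needs no scaling between libraries, serine was 0.496% in the non-crosslinked IP, with an interval whose upper end is 0.541%, and 7.58% and 10.9% in the crosslinked IP libraries. Too few reads and a scaling factor are thus excluded by these values. Reads shared between serine genes would cancel in the sum, which still rose 18.6-fold as a share. Without Ser-TGA, the most abundant family, the shares were 0.226%, 4.00% and 4.12%. Among the 43 families, 4 of 4 serine and 4 of 39 other families were higher in both crosslinked IP libraries. No p-value is given, since serine was singled out because its families were seen to be higher. Leucine families, whose tRNAs share the long variable arm of tRNA-Ser, reached at most 0.848 of the non-crosslinked IP in their lower replicate. Part of the rise was present before the pull-down: the serine share of tRNA reads was 5.82-fold higher in the crosslinked than in the non-crosslinked inputs. Serine rose from 13.2 CPM in the non-crosslinked input to 26.2 and 27.9 CPM in the crosslinked inputs. The other families fell from 5199 to 1882 and 1764 CPM, so the share overstates the serine rise in the inputs. This shift may come from crosslinking itself or from a different lysate. The shift in the inputs is not the whole rise, since serine IP over input was at least 2.86-fold higher with crosslinking. For the other families summed, this ratio was 1.14 and 0.729. That sum hides single families. In crosslinked pairs 1 and 2 and without crosslinking, the log2 IP over input of Ile-AAT was 3.915, 4.046 and 1.761. It was 4.348, 3.448 and 2.666 for Leu-AAG, and 3.023, 2.36 and 4.182 for Glu-CTC. A rise in IP over input with crosslinking was therefore not confined to serine. A preference of the crosslinked protein for tRNA-Ser is a hypothesis that stays open, with a single non-crosslinked pair as the only control.

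Among 1967 families with at least 100 IP reads, 17 were at least 10-fold higher in both crosslinked IP libraries than in the non-crosslinked IP. So few are not what a scaling factor would give. Of these, 11 are copies of 5S rRNA with shared reads, 3 are mitochondrial RNAs and 1 is the small nucleolar RNA Psi28S-1060, and all 15 were also at least 2-fold higher in both crosslinked inputs than in the non-crosslinked input, by 3.66-fold to 26.8-fold in the crosslinked input with the smaller rise. Crosslinking or a lysate difference seen in the inputs may therefore explain them in part. The exons of CG18343 and an intron of Tre1 did not share this: the crosslinked inputs were at most 1.21-fold above the non-crosslinked input.

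The CG18343 exons held 422 and 434 reads in the crosslinked IP libraries, 2 in the non-crosslinked IP, 4 in the non-crosslinked input and 4 and 5 in the crosslinked inputs, at least 100.0-fold higher in both crosslinked IP libraries than the non-crosslinked IP. A single aberrant crosslinked IP library is excluded, since the lower of the crosslinked IP libraries had 421.8 reads. The non-crosslinked IP has no replicate, so these reads cannot exclude that it was the aberrant library. Whether the reads come from this gene or from another locus with the same sequence cannot be told apart without sequences: the files list 2 features of the gene, with equal counts in each crosslinked IP library, and nothing else of it. In the authors' deposited table a CG18343 exon has rank 8, with a ratio of 1233. A target that depends on crosslinking is a hypothesis for this feature.

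Another set had the opposite behaviour. Outside tRNA, 76 families with at least 100 IP reads had at most 3 reads in each input, among them the long non-coding RNAs CR44043 and CR44905 of the report. Of these, 74 were higher in CPM in the non-crosslinked IP than in both crosslinked IP libraries. They made up 0.366% of annotated reads in the non-crosslinked IP and 0.154% and 0.100% in the crosslinked IP libraries. Input depth is not the cause: at the median crosslinked IP rate a crosslinked input would hold 177 reads of such a family. Whole transcripts held on the beads are not a sufficient explanation: for the 40 families that are genes with reads at 3 or more places, a median of 90.9% of the IP reads fell on a single place, against 42.6% for 996 other genes. The families fell to a median of 0.403 and 0.261 of the non-crosslinked IP in crosslinked replicates 1 and 2. The spread of the log2 ratios beyond counting noise was 0.387 and 0.484, against 0.802 and 1.03 in 1470 other families of like depth: narrower, but not that of a single proportion. Whether they are a single pool of material carried in each IP therefore cannot be told apart from several sources, and no biological explanation was tested.

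The ratio in the authors' deposited table could be rebuilt from the RPM values. With constants fitted on 855 features above 3 RPM in each library, the mean over the replicates of a scaled IP over input less a scaled non-crosslinked ratio gave 96.9% of 891 held-out features within 0.1%, when the non-crosslinked background of replicate 2 was scaled by the input of replicate 1. With replicate 2's own input it gave 0.561% of them. The values are thus consistent with a background for replicate 2 that was taken over from replicate 1; the origin of the constants is unknown. Over the 24902 features of that table with reads in all 6 libraries, the first form matched 82.9%. For the 4548 features without reads in the non-crosslinked IP, the authors' deposited value equalled a constant times IP over input of replicate 1 alone in 100.0% of cases, although 3363 of them had reads in both libraries of replicate 2. The features with the 5 highest ratios in that table, which had reads in the non-crosslinked IP, had at most 0.2 reads in crosslinked input replicate 1.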
